# MicroRNA-125a is over-expressed in insulin target tissues in a spontaneous rat model of Type 2 Diabetes

**DOI:** 10.1186/1755-8794-2-54

**Published:** 2009-08-18

**Authors:** Blanca M Herrera, Helen E Lockstone, Jennifer M Taylor, Quin F Wills, Pamela J Kaisaki, Amy Barrett, Carme Camps, Christina Fernandez, Jiannis Ragoussis, Dominique Gauguier, Mark I McCarthy, Cecilia M Lindgren

## Abstract

**Background:**

MicroRNAs (miRNAs) are non-coding RNA molecules involved in post-transcriptional control of gene expression of a wide number of genes, including those involved in glucose homeostasis. Type 2 diabetes (T2D) is characterized by hyperglycaemia and defects in insulin secretion and action at target tissues. We sought to establish differences in global miRNA expression in two insulin-target tissues from inbred rats of spontaneously diabetic and normoglycaemic strains.

**Methods:**

We used a miRNA microarray platform to measure global miRNA expression in two insulin-target tissues: liver and adipose tissue from inbred rats of spontaneously diabetic (Goto-Kakizaki [GK]) and normoglycaemic (Brown-Norway [BN]) strains which are extensively used in genetic studies of T2D. MiRNA data were integrated with gene expression data from the same rats to investigate how differentially expressed miRNAs affect the expression of predicted target gene transcripts.

**Results:**

The expression of 170 miRNAs was measured in liver and adipose tissue of GK and BN rats. Based on a *p*-value for differential expression between GK and BN, the most significant change in expression was observed for miR-125a in liver (FC = 5.61, *P *= 0.001, *P*_*adjusted *_= 0.10); this overexpression was validated using quantitative RT-PCR (FC = 13.15, *P *= 0.0005). MiR-125a also showed over-expression in the GK vs. BN analysis within adipose tissue (FC = 1.97, *P *= 0.078, *P*_*adjusted *_= 0.99), as did the previously reported miR-29a (FC = 1.51, *P *= 0.05, *P*_*adjusted *_= 0.99). *In-silico *tools assessing the biological role of predicted miR-125a target genes suggest an over-representation of genes involved in the MAPK signaling pathway. Gene expression analysis identified 1308 genes with significantly different expression between GK and BN rats (*P*_adjusted _< 0.05): 233 in liver and 1075 in adipose tissue. Pathways related to glucose and lipid metabolism were significantly over-represented among these genes. Enrichment analysis suggested that differentially expressed genes in GK compared to BN included more predicted miR-125a target genes than would be expected by chance in adipose tissue (FDR = 0.006 for up-regulated genes; FDR = 0.036 for down-regulated genes) but not in liver (FDR = 0.074 for up-regulated genes; FDR = 0.248 for down-regulated genes).

**Conclusion:**

MiR-125a is over-expressed in liver in hyperglycaemic GK rats relative to normoglycaemic BN rats, and our array data also suggest miR-125a is over-expressed in adipose tissue. We demonstrate the use of *in-silico *tools to provide the basis for further investigation of the potential role of miR-125a in T2D. In particular, the enrichment of predicted miR-125a target genes among differentially expressed genes has identified likely target genes and indicates that integrating global miRNA and mRNA expression data may give further insights into miRNA-mediated regulation of gene expression.

## Background

MicroRNAs (miRNAs) are short (~22 nucleotides) non-coding RNA molecules that regulate gene expression at a post-transcriptional level through sequence alignment mechanisms. MiRNA molecules bind to the 3' untranslated region (UTR) of their target mRNAs and can cause either mRNA degradation or translational repression, resulting in reduced protein expression [1] or translational activation depending on cell cycle stage [2]. Degradation of mRNA seems to be favoured if the binding occurs with perfect sequence complementarity and is widely observed in plant miRNAs [3,4]. A variety of studies have demonstrated that regulation at the mRNA level also occurs for animal miRNAs [5,6]. Microarray-based experiments have shown that overexpression of specific miRNAs in human cells down-regulates many transcripts predicted to bind the miRNA molecule [6-8]. Conversely, silencing of endogenous miR-122 in mice caused the preferential up-regulation of transcripts containing miR-122 binding sites [9].

MiRNA expression levels are thought to contribute to tissue-specific gene expression patterns [10] and computational approaches to integrating miRNA and gene expression data have provided insights into miRNA-mRNA interactions [11,12]. A single miRNA molecule can affect the expression of many target genes and therefore miRNAs are thought to be involved in the regulation of a wide variety of normal biological processes [13].

Type 2 diabetes (T2D) is characterized by hyperglycaemia that arises via combined defects in insulin secretion (beta-cell dysfunction) and insulin action (in target tissues like adipose tissue, liver and skeletal muscle). Specific miRNAs involved in various aspects of glucose and lipid metabolism have been identified in recent years [14,15]. In particular, using murine models, miR-9 and miR-375 are reported to be involved in regulation of insulin secretion [16,17], while miR-124a2 has recently been implicated in pancreatic beta-cell development and function [18]. Despite the growing evidence that miRNAs may be important in T2D, only one study of global miRNA expression in insulin target tissues has been published to date. He *et al*. (2007) [19] profiled miRNA expression in skeletal muscle in the Goto-Kakizaki (GK) rat, a well-characterized model of T2D, and compared it to normal Wistar rats; miR-29 paralogs were found to be over-expressed in the GK rat. The widely-studied GK rat has several features that make it a good model for T2D as hyperglycaemia appears as early as 2–4 weeks of age, and it is relatively lean [20]. In the present study, we aim to identify differential liver and adipose tissue miRNA expression in rats of the GK strain and a genetically distant normoglycaemic strain (Brown-Norway (BN)). The GK strain is extensively used to study genetic determinants of T2D phenotypes [21], while the BN strain is widely used for comparison with GK and most congenic strains with a BN background. Additionally, we assessed mRNA expression levels in the same tissues from the same rats to investigate the downstream effects of altered miRNA expression on target gene expression; the approach is illustrated in additional File 1 [Additional file 1].

## Methods

### Experimental animals

The GK rat is a lean and spontaneously type 2 diabetic animal, while the BN rat serves as a normoglycaemic control. Four-month old rats representative of the GK and BN colonies have been phenotyped previously. An intra-peritoneal glucose tolerance test (IPGTT) [22] was carried out after a 16–18 h fasting period, and plasma glucose concentrations were significantly higher in GK compared to BN rats [see Additional file 2]. The current experiments were performed using seven-month-old male rats: four from the GK strain and four from the BN strain, obtained from the Oxford colony (GK/Ox and BN/Ox), and maintained in accordance with national and institutional guidelines. Rats were fed standard laboratory chow pellets (B&K Universal, Hull, UK) and kept on 12 h light/dark cycles. Liver and adipose tissue samples were obtained from the rats, snap-frozen in liquid nitrogen and stored at -80°C. Total RNA was extracted from homogenized tissue samples using TRI-Reagent (Sigma, UK) according to the manufacturer's instructions for use in miRNA and mRNA experiments (see below). Animal procedures were approved by the ethical review panel of the University of Oxford and UK Home Office licences.

### Microarray analysis

#### Ambion miRNA arrays

MiRNAs were isolated and purified using mirVana miRNA isolation kit (Ambion). Poly-A tailing was added to 400 ng of each small RNA fraction using Ncode miRNA labelling system (Invitrogen), which also adds the fluorescent labels Alexa Fluor^® ^3 and Alexa Fluor^® ^5. The synthetic sequence control-1 (Ambion) was spiked in to each BN and GK sample in a ratio of 1:10, just before starting the labelling. For each tissue, eight independent samples (four GK and four BN) were combined in four two-colour hybridisations, with one GK and one BN sample hybridized to each array. Within each tissue, half the arrays had GK samples labelled with Alexa Fluor^® ^5 and the other half had BN samples labelled with Alexa Fluor^® ^5.

Samples were hybridised to Ambion mirVana™ miRNA Probe Set 1564v1 arrays for 4 h at 62°C in dark conditions. The array contains 384 unique probes with 16 replicates of each probe. Each probe is 42 to 46 nucleotides (nt) long, of which an 18 to 24 nt segment targets a specific miRNA. MiRNA sequences are highly conserved between species, and the Ambion array includes probes for human, rat and mouse miRNAs. A total of 170 probes on the array are able to detect rat miRNAs and these were included in subsequent analyses. After hybridization, arrays were washed and scanned using the GenePix 4000B scanner (Axon Instruments [Molecular Devices]). GenePix Pro 4.0 software (Axon Instruments [Molecular Devices]), was used to obtain raw probe intensities.

#### Statistical analysis of Ambion miRNA data

Raw data were imported into the R statistical package [23] and processed using the 'marray' package from Bioconductor [24]. Raw intensities were adjusted by subtracting the background intensity from each probe, and the data were then summarised by taking the median intensity across the 16 replicates of each probe. Data were normalized using the loess regression-based method within arrays to correct for any intensity-dependent dye bias [25]. A between-array normalisation was not required as all arrays showed comparable M-ratio distributions. Due to expected tissue differences in miRNA expression, differential expression between GK and BN rats was assessed in adipose tissue and liver samples separately. The experimental design (see above) generated M-ratios (log-ratio of red and green intensities) representing the log ratio of expression in the two strains. The M-ratios could therefore be used to investigate strain differences, the main objective of this study. We used the limma package from BioConductor [26] to fit a linear model (including a dye effect) to the M-ratio data from the 4 arrays corresponding to each tissue. This generated a list of miRNA probes ranked by p-value for the evidence for differential expression between the GK and BN rats. Raw p-values were adjusted using the method of Benjamini and Hochberg [27] to control the false discovery rate (FDR). Differential expression between liver and adipose tissue could also be investigated using the A-ratios, which represent the average intensity (log scale) of the GK and BN samples hybridised to each array. Assuming strain differences are small in comparison to tissue differences, the fold change (liver vs. adipose tissue) can be estimated as the difference in mean A-ratio between the 4 liver and 4 adipose tissue arrays.

#### Illumina mRNA arrays

Gene expression profiling of liver and adipose tissue samples from the same rats investigated in the miRNA experiment was performed using Sentrix^® ^BeadChip RatRef-12 v1 Whole-Genome Gene Expression Arrays (Illumina Inc., San Diego, California, USA), which contain 22,523 oligonucleotides probes (replicated an average of 30 times). Double-stranded cDNA and purified biotin-labelled cRNA were synthesised from 300 ng high quality total RNA using the Illumina^® ^TotalPrep RNA Amplification Kit (Ambion Inc., Austin, Texas, USA). cRNA concentrations were determined using a NanoDrop spectrophotometer, and cRNA quality and integrity were assessed using an Agilent 2100 Bioanalyser (Agilent Technologies, Waldbronn, Germany). Hybridisations onto Sentrix^® ^BeadChip RatRef-12 v1 arrays were carried out using 750 ng of each biotinylated cRNA in a 58°C hybridisation oven for 18 hours. Following washing and staining with Streptavidin-Cy3, the BeadChip Arrays were scanned on the Illumina^® ^BeadArray Reader (Illumina Inc., San Diego, USA). The quality of the resulting data was checked using the Illumina^® ^BeadStudio Application software

#### Statistical analysis of Illumina mRNA data

Raw intensity data were imported into the R statistical package [23] for further processing. First, an array-specific background measure, based on the average signal from negative control probes, was subtracted from all probes on the array. Data were then transformed and normalized using the vsn2 BioConductor package [28]. 

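Across the 17 arrays, the average-linkage tree on 1 minus Pearson's r over all 22226 probes placed 9 adipose tissue arrays and 8 liver arrays on separate sides of its first split. Within adipose tissue, the 5 BN and the 4 GK arrays formed a cluster each. The median r was 0.966 between BN arrays, 0.968 between GK arrays and 0.957 between BN and GK arrays of adipose tissue, each over pairs of arrays that share animals. In liver, the array labelled GK liver replicate 2 left the other 7 arrays before any split by strain, with a median r of 0.861 (0.846 to 0.866) to them, against 0.968 between BN liver arrays and 0.947 between BN liver and GK liver replicates 1 and 3. The same array correlated with the adipose tissue arrays at a median r of 0.813, and the other liver arrays did so at 0.786. These correlations are across genes, which are not independent replicates. The split by tissue and the separate GK liver array were the same with neqc values, with the deposited values and with Euclidean distance and complete linkage. GK liver replicates 1 and 3 formed a cluster of their own with neqc and with Euclidean distance, whereas at 5 clusters 1 of them stayed with the 5 BN liver arrays under the vsn normalization and with the deposited values.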

Hierarchical clustering showed samples clustered primarily according to tissue, with GK and BN samples forming two sub-clusters within the adipose tissue cluster. Differential expression between the GK and BN strains was assessed in liver and adipose tissue samples separately using the limma package from BioConductor [26]. Raw p-values were adjusted to control the false discovery rate (FDR) using the method of Benjamini and Hochberg [27]; adjusted p-values below 0.05 were considered significant.

The entire datasets (for miRNA and mRNA) described here are available from the Gene Expression Omnibus (GEO, ) through series accession number GSE17060.

#### Quantitative real-time PCR validation methods

Quantitative real-time PCR was carried out on the remainder of RNA available from liver tissues using ABI's TaqMan microRNA assays (Applied Biosystems (ABI), Warrington, Cheshire, UK). Briefly, reverse transcription (RT) was carried out in a total reaction volume of 15 μl containing 5 μl of total RNA (10 ng/ul), 3 μl of reverse transcription primer, 1.50 μl of 10× RT buffer, 1.00 μl MultiScribe Reverse Transcriptase (50 U/μl), 0.15 μl of 100 mM dNTPs (with dTTP), 0.19 μl of RNase Inhibitor, 20 U/μl and 4.16 μl of nuclease-free water. Reactions were incubated as per manufacturer's recommendation. PCRs were performed in triplicate, the 20-μL PCR reaction contained: 1.33 μL RT product, 10 μL 2× PCR Master Mix, 1-μL microRNA primer (ABI, UK) and 7.67 μl of nuclease-free water. The reactions were incubated at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s, 60°C for 35 s. The highly conserved snoRNA and 4.5S RNA(H) (rat) were used as normalizing endogenous controls. Fold changes (FC) in expression were calculated using the 2^-(ΔΔCt) ^method [29]. Stocks of adipose tissue were depleted when used in the miRNA and mRNA studies, which did not allow for validation using RT-PCR.

### *In-silico *prediction of miRNA target genes

*In-silico *prediction of miRNA target genes was carried out using three different prediction algorithms: TargetScan v4.1 [30], PicTar [31] and miRanda [32]. The first two algorithms predict binding sites preferentially based on the 5' end of the 22 nt miRNA sequence, while miRanda predictions are more sensitive to the sequence at the 3' end. Each prediction algorithm generally identifies hundreds of potential target genes for any single miRNA and there is relatively little overlap between different algorithms. However, TargetScan and PicTar show a higher degree of overlap than either does with miRanda [Additional file 3], as might be expected based on the approaches implemented by the different algorithms. These predicted target lists may also contain a significant proportion of false-positives i.e. the sequences align, but no functional miRNA-mRNA interaction occurs *in vivo *[33]. With little experimental data, it is difficult to determine which algorithm performs best; thus, all analyses were performed with each list separately as well as with the subset of target genes predicted by at least two of the three algorithms. The latter list may be more likely to include a higher proportion of true target genes than any one list alone, but will be biased towards TargetScan/PicTar predictions.

### *In-silico *functional analysis

Biological pathways defined by KEGG [34] that are enriched among the predicted target genes of miR-125a and the lists of differentially expressed mRNAs found in liver and adipose tissue were identified using the GENECODIS software [35]. This profiling tool uses the hypergeometric distribution to determine whether individual pathways or combinations of pathways are significantly over-represented among the genes of interest. P-values computed for each pathway were adjusted using the method of Benjamini and Hochberg [36] to control the false discovery rate (FDR) and adjusted p-values < 0.05 were considered significant.

### Enrichment of miR-125a target genes among differentially expressed genes

Using the mRNA expression data, we investigated whether predicted miR-125a target genes were differentially expressed in liver or adipose tissue. Since miRNAs can cause degradation of target mRNAs, over-expression of miR-125a in both tissues in the GK rat may down-regulate its target genes in GK relative to BN. As described above, 3 different algorithms were used to generate target gene lists for miR-125a. Each of these lists, together with the subset of 152 genes predicted by more than one algorithm, was tested in this analysis. Only target genes present on the array were included, which typically reduced the list of targets by about 40% (Table 1). We first calculated how many genes in each of the four target gene lists were among the significantly down-regulated genes in adipose tissue (n = 598) and liver (n = 138). Then, a permutation test was used to assess whether the observed overlap was greater than that expected by chance. Specifically, we selected 10,000 random sets of genes that were not predicted targets of miR-125a, with each set containing the same number of genes as predicted targets. The overlap with the down-regulated genes in adipose tissue and liver was calculated for each of the 10,000 random gene sets. The proportion of random gene sets showing equal or greater overlap as the set of miR-125a target genes was used to estimate the false discovery rate. This analysis was carried out 8 times in total (for each of four lists in two tissues) and repeated exactly as above for the up-regulated genes.

**Table 1:** Overlap between predicted miR-125a target genes and genes significantly altered in GK compared to BN rats in adipose tissue and in liver.

	**miRanda**		**PicTar**		**TargetScan**		**>1 Algorithm**	
Predicted miR-125a target genes	975		350		165		152	
Number genes tested	536		231		94		114	

	**Overlap**	**FDR**	**Overlap**	**FDR**	**Overlap**	**FDR**	**Overlap**	**FDR**

Liver up-regulated (95 genes)	5	0.074	1	0.63	1	0.33	1	0.40
Liver down-regulated (138 genes)	5	0.248	2	0.43	0	1.00	0	1.00
Adipose up-regulated (477 genes)	**21**	**0.006**	5	0.57	1	0.87	3	0.46
Adipose down-regulated (598 genes)	**22**	**0.036**	7	0.44	1	0.92	0	1.00

The number of predicted miR-125a target genes found among the significantly up- and down-regulated genes in each tissue is shown for each algorithm and for the subset of targets predicted by more than one algorithm. In each case, the significance of the overlap (estimated false discovery rate) is calculated as the proportion of 10,000 random sets of non-miR-125 target genes of the same size showing equal or greater overlap.

## Results

### Differences in miRNA expression between GK and BN rats

The expression of 170 miRNAs in adipose tissue and liver from hyperglycaemic GK and normoglycaemic BN rats was detected using two-colour microarray technology (Ambion mirVana™ miRNA Probe Set 1564v1). As expected tissue-specific patterns of miRNA expression were detected [Additional file 4]; all subsequent GK vs. BN analyses were carried out within tissues. Differences in miRNA expression across strains were ranked by p-value from an analysis of differential expression using the limma package [26] from BioConductor [24]. Twelve probes in liver and four probes in adipose tissue were differentially expressed between GK and BN rats at a nominal p < 0.05 significance level (Table 2). Following FDR correction for multiple testing (for 170 probes) none of these remained significant, likely due to the small sample size (4 arrays per tissue). MiR-125a was the most significant result for GK vs. BN in liver (FC = 5.62, *P *= 0.001, *P*_*adjusted *_= 0.10)), and we confirmed this over-expression of miR-125a by RT-PCR (FC = 13.15, two-sided t-test *P *= 0.0005) (Figure 1). The top-ranking miRNA in adipose tissue was miR-322 (FC = 1.91, *P *= 0.029 *P*_adjusted _= 0.99) but it did not rank highly in the liver. MiR-29a, which ranked fourth in the adipose GK vs. BN comparison, has been previously reported to be over-expressed in adipose tissue in GK rats when compared to normoglycaemic Wistar controls [19]. The only miRNA that showed some evidence of change in expression in both liver and adipose tissue is miR-125a, which ranked top in the liver and fifth in the GK vs. BN comparison in adipose tissue (FC = 1.97, *P *= 0.078, *P*_*adjusted *_= 0.99).

**Figure 1:**
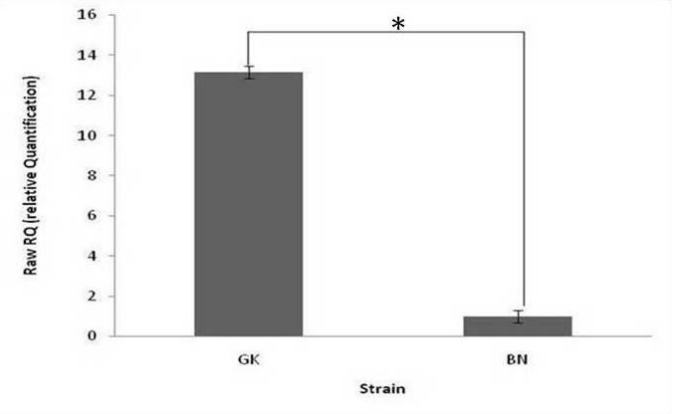
**Relative expression of miR-125a in liver from diabetic GK rats compared to BN rats**. * *P *= 0.0005 (miR-125a expression normalized against snoRNA and 4.5S).

**Table 2:** MiRNA microarray analysis reveals differential expression between hyperglycaemic and normoglycaemic rats

**Rank**	**miRNA**	**Fold change** **(GK vs. BN)**	**P-value**	**Adjusted** **P-value**
**Liver**				
1	miR-125a	5.61	0.001	0.104
2	miR-30e	1.56	0.009	0.522
3	miR-210	1.56	0.013	0.522
4	miR-221	1.60	0.015	0.522
5	miR-223	1.50	0.015	0.522
6	miR-365	1.41	0.029	0.592
7	miR-26b	1.51	0.031	0.592
8	miR-23a	2.30	0.032	0.592
9	miR-222	1.38	0.033	0.592
10	miR-29c	1.52	0.038	0.592
11	miR-30a-3p	1.32	0.045	0.592
12	miR-22	-1.39	0.050	0.592

**Adipose tissue**				
1	miR-322	1.91	0.029	0.999
2	let-7c	-2.27	0.040	0.999
3	let-7b	-2.17	0.046	0.999
4	miR-29a	1.51	0.049	0.999
5*	miR-125a	1.97	0.078	0.999

Differences in miRNA expression levels in 4 hyperglycaemic GK rats compared to 4 normoglycaemic BN rats in liver and adipose tissue. For each tissue, one GK and one BN sample were hybridized to each array in a two-colour experiment (4 arrays per tissue). M-ratios therefore represent the log_2 _intensity ratio in the two strains. The limma package from BioConductor was used to find miRNAs differentially expressed between GK and BN rats and the top ranking genes for each tissue are shown. * miR-125a is shown in this table to illustrate the potential overlap of signals detected in liver and adipose tissue.

### Differences in gene (mRNA) expression between GK and BN rats

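Total RNA of adipose tissue and liver from 7-month-old rats was hybridised to Illumina RatRef-12 BeadChips, with 1 array per rat and tissue. The deposited files hold 17 arrays, of adipose tissue from 5 BN and 4 GK rats and of liver from 5 BN and 3 GK rats. The Goto-Kakizaki (GK) rat is an inbred model of type 2 diabetes with high blood glucose, and the Brown Norway (BN) rat served as the strain with normal glucose. For each of 22226 probes the files give the fluorescence intensity summarised over beads, with a detection score, and log2 values normalized by the authors. The deposited log2 values follow the form of vsn, a variance stabilizing normalization, with a separate offset in adipose tissue (3.77) and in liver (3.61), so each tissue had been normalized by itself. The values given here start from the intensities. The mean of the negative control probes was subtracted on each array, 1 vsn model was fitted to all 17 arrays, and GK was compared to BN in each tissue with limma, with p-values adjusted by the Benjamini-Hochberg method over all probes. A gene symbol was given for 13650 of the probes, 8576 probes had none and no probe had several. Probes above background (detection p under 0.01) numbered 7315 to 8237 per adipose tissue array and 8004 to 9747 per liver array. Small changes can be missed with these arrays, and whether their number or their spread limits this was not tested. In simulated data with 200 changed probes, limma found 29% of log2 changes of 1 and 97% of log2 changes of 2 in adipose tissue, and 0% and 79.5% in liver.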

Gene expression levels in adipose tissue and liver from the same rats used in the miRNA experiment were analysed using the Illumina Rat Ref12 array. 

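Several genes induced by interferon were higher in adipose tissue of GK compared to BN rats. Ifit1 (probe ILMN_1355901), which binds viral RNA, was above background on all 4 GK arrays and on no BN array (at least 13.3-fold higher, adjusted p = 0.00019). Mx1 and Irf7, an antiviral GTPase and a regulator of interferon genes, were 4.10-fold and 3.15-fold higher (log2 fold changes 2.04 and 1.65, standard errors 0.37 and 0.29, adjusted p = 0.019 and 0.0156; n = 4 GK and 5 BN rats). Of 18 measured genes of interferon response and antigen presentation, a list fixed in advance, 6 rose, none fell and 12 did not pass the test (9 and 1 when adjusted over the list alone). Immediate early genes, which respond to growth factors and stress, showed 2 higher and none lower of 12 (6 and 0 when adjusted over the list alone). Among them Fos was 5.27-fold higher (log2 fold change 2.40, standard error 0.36, adjusted p = 0.00601) and Junb 1.97-fold (adjusted p = 0.0141). All 14 measured genes of T and NK cells lay above 0 with a median log2 fold change of 0.62, and none passed the test. Only 5 of them were above background on every array of at least 1 strain, with a median of 0.55. Camera, which compares a list with all other genes, gave adjusted p = 0.000204 for the interferon list, 0.000215 for the immediate early genes and 0.000204 for the T and NK cell genes, and adjusted p = 0.43, 0.885 and 0.885 with an estimated correlation between genes. Fry, which tests whether a list moves one way on balance, gave adjusted p = 0.00403, 0.0943 and 0.24. On the 3 slides that held arrays of both strains, the mean log2 ratio was 0.97 to 1.05 for the interferon list, 0.65 to 0.87 for the immediate early genes and −0.02 to 0.49 for the T and NK cell genes.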

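Among the genes with the largest differences in adipose tissue, those higher in GK compared to BN rats included Nr1i3, a nuclear receptor of drug and lipid metabolism (at least 3.79-fold), Pim3, a kinase of cell survival (10.3-fold, log2 fold change 3.36, standard error 0.23, adjusted p = 3.4e-05), and Il1rl1, the receptor of interleukin 33 (at least 3.45-fold). Echdc2, a mitochondrial enzyme, and Ifi47, an interferon-induced GTPase, were at least 22.9-fold and at least 26.6-fold higher. Dynlrb2 (at least 3.79-fold), Tnfrsf8 (at least 3.93-fold), Mx2 (log2 fold change 3.6) and Plet1 (log2 fold change 3.53) were the others of the 10 largest increases among named genes above background on every GK array and without overlap between strains, with Mx2 and Plet1 each above background on 1 of 5 BN arrays. Bnip3 (ILMN_1356892), a mitochondrial protein of mitophagy, was 58.2-fold lower in GK rats and above background on every array (log2 fold change −5.86, standard error 0.19, adjusted p = 7.39e-07). Washc3, Rpl30 and Hmgn1 were at least 50.9-fold, 50.4-fold and 50.5-fold lower, and above background on no GK array. The same held for Cd2bp2 (at least 22.9-fold), Plekhf2 (at least 11.6-fold), Spock2 (at least 8.93-fold), Akr1b8 (at least 6.41-fold) and Ankra2 (at least 2.47-fold). For Washc3, Rpl30, Plekhf2 and Akr1b8, lower in liver as well, sequence variants under the probes cannot be told apart from lower expression. Nfib, a transcription factor of adipocyte differentiation, was lower with a log2 fold change of −4.82 and above background on 1 of 4 GK arrays. Cyp2e1 (log2 fold change −4.30, adjusted p = 0.00268) and the fatty acid transporter Cd36 (−1.22, adjusted p = 0.00666) were also lower. Of 12 adipokines, Retn (−1.52, adjusted p = 0.0416) and Rarres2 (−0.78, adjusted p = 0.0425) were lower and Ccl2 (0.96, adjusted p = 0.0283) was higher, and 9 did not pass (1 higher and 2 lower when adjusted over the list alone). Retn and Rarres2 did not pass with neqc values, and Retn, Rarres2 and Ccl2 each did not pass without any of several arrays, GK adipose replicates 1 and 2 among them. GK adipose replicate 2 carried skeletal muscle genes at a median of 4.57 (log2) above the BN mean, and GK adipose replicate 1 carried hepatocyte genes at 3.83 above it. Muscle genes also varied on other arrays. On the slides with both strains, which did not hold GK adipose replicate 2, smooth and skeletal muscle genes had mean log2 ratios of −2.78, 3.12 and −0.90.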

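Of the 22226 probes, 588 passed an adjusted p of 0.05 in adipose tissue, 229 higher and 359 lower in GK compared to BN rats, and 421 of them carried a gene symbol. A difference of over 4-fold was found for 153 of the 588 probes, 51 higher and 102 lower. For 584 of the 588 probes every GK value lay above or below every BN value (exact permutation test, p = 0.0159, the smallest that 4 rats against 5 allow), as it did for 8.21% of all probes, where chance gives 1.59%. The 588 were chosen on the same arrays, so this is not a second test of them. With the slide as a random block 707 probes passed. As a fixed block, which leaves 2 residual degrees of freedom, it left 17. The split was 563 higher and 460 lower with neqc, 438 and 409 with quantile normalization, and 477 and 598 with the vsn model fitted to adipose tissue alone. Between 1023 and 1171 probes passed with neqc, the tissue's own vsn model, the deposited values, a filter on detected probes, or a trended and robust variance. Without GK adipose replicate 2 the count was 369, and without GK adipose replicate 1 it was 376.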

We identified 1075 genes differentially expressed (adjusted p < 0.05) in adipose tissue in the hyperglycaemic GK rat compared to the normoglycaemic BN rat (477 up-regulated and 598 down-regulated). 

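In liver, too, several genes induced by interferon were higher in GK compared to BN rats. Ifit1 was at least 17.0-fold higher (adjusted p = 0.00233), Mx1 4.79-fold (log2 fold change 2.26, standard error 0.27, adjusted p = 0.00825; n = 3 GK and 5 BN rats), and Ifi44 8.93-fold (3.16, 0.30, adjusted p = 0.00233). Of 18 genes of the interferon list, 4 rose, none fell and 14 did not pass (5 and 0 when adjusted over the list alone). Their mean log2 fold change was 1.14, with 0.75 and 1.26 on the 2 slides that held both strains, and camera gave adjusted p = 0.000277, adjusted p = 0.806 with an estimated correlation, and fry adjusted p = 0.172. Without GK liver replicate 2, with 2 GK rats, camera gave adjusted p = 1.27e-07, adjusted p = 0.663 with an estimated correlation, and fry adjusted p = 0.0342. Without GK liver replicate 3 the list no longer passed by camera (adjusted p = 0.0562), and Irf7 (log2 fold change 2.37, adjusted p = 0.0272) did not pass with neqc or quantile normalization. The 14 genes of T and NK cells had a median log2 fold change of 0.39 in liver, with 10 above 0 and none past the threshold (2 and 0 when adjusted over the list alone). Only 5 of the 14 were above background on every array of at least 1 strain, with a median of 0.53. Camera gave adjusted p = 0.0179 for the 14, adjusted p = 0.806 with an estimated correlation, and 0.138 without GK liver replicate 2. Cyp7b1 (ILMN_1373760), which hydroxylates oxysterols on the way to bile acids, was 13.6-fold lower in GK rats (log2 fold change −3.76, standard error 0.32, adjusted p = 0.00146), and Ephx2, soluble epoxide hydrolase, was 12.2-fold lower (−3.60, 0.27, adjusted p = 0.000971). Cyp17a1, of steroid synthesis, fell by 6.19 on the log2 scale, and Akr1c2, of steroid reduction, fell by 6.78. Both were above background on 2 of 3 GK arrays, and without GK liver replicate 2 they fell by 4.87 and 5.09. Car5a, the mitochondrial carbonic anhydrase of ureagenesis and gluconeogenesis, was 9.27-fold lower (adjusted p = 0.00146), and Fmo5, a flavin monooxygenase above background on 2 of 3 GK arrays, had a log2 fold change of −3.50 (adjusted p = 0.00497). Gsta5 (ILMN_1349469), a glutathione transferase, was 64.8-fold higher (log2 fold change 6.02, standard error 0.46, adjusted p = 0.001). GK liver replicate 2 carried kidney genes, as given below. On its slide the log2 ratios to BN were −4.6 (Cyp7b1), −4.2 (Ephx2), −3.7 (Car5a), −4.5 (Fmo5) and 4.2 (Gsta5). On the other slide with both strains they were −2.9, −3.5, −2.7, −3.1 and 6.5.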

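Others among the largest increases in liver were Echdc2 (at least 70.7-fold), Ly6c (at least 11.1-fold), Tox3 (at least 5.30-fold), Ifi47 (log2 fold change 3.82, above background on 2 of 5 BN arrays), Mx2 (3.56, 4 of 5) and Loxl1 (3.56, 2 of 5). Miox, an inositol oxygenase that is abundant in kidney, was higher with a log2 fold change of 5.05 (adjusted p = 0.0479) and of 3.64 (adjusted p = 0.00148) without GK liver replicate 2. Without that array Tox3 was at least 3.50-fold higher and Loxl1 had a log2 fold change of 2.95. Among the largest decreases were Plekhf2 (at least 12.1-fold), Washc3 (log2 fold change −4.01), Tmod1 (−4.22, above background on 1 of 3 GK arrays) and Slc1a2 (−3.94, 2 of 3). Without the array Tmod1 was above background on no GK array and at least 8.07-fold lower, and Slc1a2 had a log2 fold change of −3.04. Of these genes, Ifit1, Ly6c, Tox3, Mx2, Loxl1, Miox and Tmod1 did not pass with neqc values, and Miox, Mx2, Slc1a2, Akr1c2 and Cyp17a1 did not with quantile normalization. The 151 probes that passed in liver comprised 61 higher and 90 lower in GK rats, 91 of them with a symbol, and 114 differed by over 4-fold. None of the 151 had overlapping values between strains (exact permutation test, p = 0.0357, the smallest that 3 rats against 5 allow), against 9.06% of all probes without overlap, where chance gives 3.57%. The 151 were chosen on the same arrays, so this is not a second test of them. With the slide as a random block 183 probes passed. As a fixed block (1 residual degree of freedom) none passed in limma. Of 22226 probes, 893 had an unadjusted limma p under 0.05, fewer than chance alone gives. With the vsn model fitted to liver alone, 233 probes passed, 95 higher and 138 lower, and 244 to 684 passed with the deposited values, trended and robust variance, a filter on detected probes, or 1 fit to all 17 arrays. Without BN liver replicates 1 to 5 in turn the counts were 77, 76, 69, 70 and 65, and without GK liver replicate 1 the count was 77.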

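The array labelled GK liver replicate 2 carried genes of kidney and little of the liver's. Umod, made in the kidney tubule, had a log2 value of 14.60 on this array against 3.69 ± 0.46 (SD, n = 5) in BN liver, and Slc34a1, the renal phosphate transporter, 13.55 against 3.42 ± 0.50. Cps1, of the urea cycle, had 5.09 on this array, at background, against 14.25 ± 0.26 in BN liver, and Ttr, a plasma protein, 8.52 against 15.56 ± 0.16. Over 28 kidney genes the median was 7.13 above the BN mean, and over 11 hepatocyte genes it was −5.75 relative to the BN mean. Without this array, with 2 GK rats, 269 probes passed, 116 higher and 153 lower, of which 127 were among the 151. Scd (ILMN_1374191), the stearoyl-CoA desaturase, was above background on 3 of 5 BN arrays and was then higher in GK rats (log2 fold change 8.06, standard error 0.61, adjusted p = 0.00148), and Fads1, another desaturase, was 7.23-fold higher (2.85, 0.28, adjusted p = 0.0043). With the array Scd and Fads1 did not pass (adjusted p = 0.125 and 0.481). Of 13 genes of fatty acid synthesis, 3 rose and none fell without the array (8 and 0 when adjusted over the list alone), with camera adjusted p = 5.0e-08, adjusted p = 0.0512 with an estimated correlation, and fry adjusted p = 0.00221. All 14 genes of cholesterol synthesis lay above 0, and 1 of them, Dhcr7 (log2 fold change 2.32, adjusted p = 0.023), passed (11 when adjusted over the list alone). Camera gave adjusted p = 5.46e-10 for this list, adjusted p = 0.663 with an estimated correlation, and fry 0.0797. With all 3 GK arrays camera placed 11 of 32 lists past the threshold and none with an estimated correlation. Among these, bile acid synthesis and transport (adjusted p = 0.00114) and xenobiotic metabolism (0.0036) were lower, and without the array they did not pass (0.605 and 0.517).

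**Figure D1:**
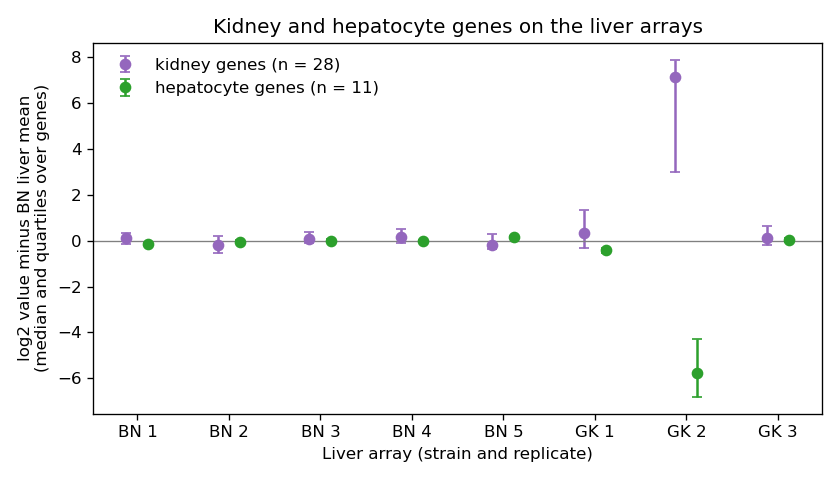
Median log2 level minus the BN liver mean (vertical axis) of kidney genes and of hepatocyte genes on each of the 8 liver arrays (horizontal axis), with bars from the lower to the upper quartile of the genes. The kidney genes lie at 7.13 on GK liver replicate 2 and between −0.19 and 0.33 on the other 7 arrays.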

In liver, we found 233 differentially expressed genes, of which 95 were up regulated in GK rats and 138 were down regulated (Figure 2). A total of 101 genes were significantly altered in both adipose tissue and liver, with the vast majority showing the same direction of change in both tissues (41 up and 55 down). 

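Zfp597 (ILMN_1361865), a zinc finger gene, differed between GK and BN rats in both tissues. It was at least 2.35-fold higher in adipose tissue (adjusted p = 2.26e-05; n = 4 GK and 5 BN rats) and at least 3.03-fold higher in liver (adjusted p = 0.0185; n = 3 GK and 5 BN rats), above background on 3 of 4 GK arrays of adipose tissue, on all 3 of liver and on no BN array of either. In liver it did not pass with neqc or quantile normalization. Ifi44 was 5.03-fold higher in adipose tissue as well (adjusted p = 0.000471). Akr1b8, an aldo-keto reductase, was at least 2.03-fold lower in liver (adjusted p = 0.00155), although not with neqc or quantile normalization, and Rpl30, a ribosomal protein gene, had a log2 fold change of −2.99 there (adjusted p = 0.00479). Echdc2, Ifit1, Ifi47 and Mx2 were higher, and Washc3, Plekhf2 and Ephx2 lower, in both tissues. For the genes lower in both tissues, sequence variants under the probes cannot be told apart from lower expression. In all, 51 probes passed in both tissues, 25 higher in both, 25 lower in both and 1 in opposite directions. Lists of these sizes drawn independently, which takes no account of rats that gave both tissues, would share 0.629, 1.45 and 1.91 probes. Among detected probes alone, 48, 69 and 8 passed in both tissues, where independent lists would share 5.43, 9.41 and 14.3. The 51 probes covered 36 named genes in 1 direction, 20 higher and 16 lower. With the vsn model fitted to each tissue, 101 probes passed in both tissues, 41 higher, 55 lower and 5 opposite, and with the liver fitted without GK liver replicate 2, 73 did (31, 38 and 4). Without BN replicates 3, 4 and 5 in turn 27, 28 and 28 did, without GK adipose replicate 2 and GK liver replicate 1, 26 did, and with the replicate block or the slide as a fixed block none did. Of the 537 probes called in adipose tissue only, 95 also passed a test of the difference between the tissues (limma interaction term), as did 60 of the 100 called in liver only.

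**Figure D2:**
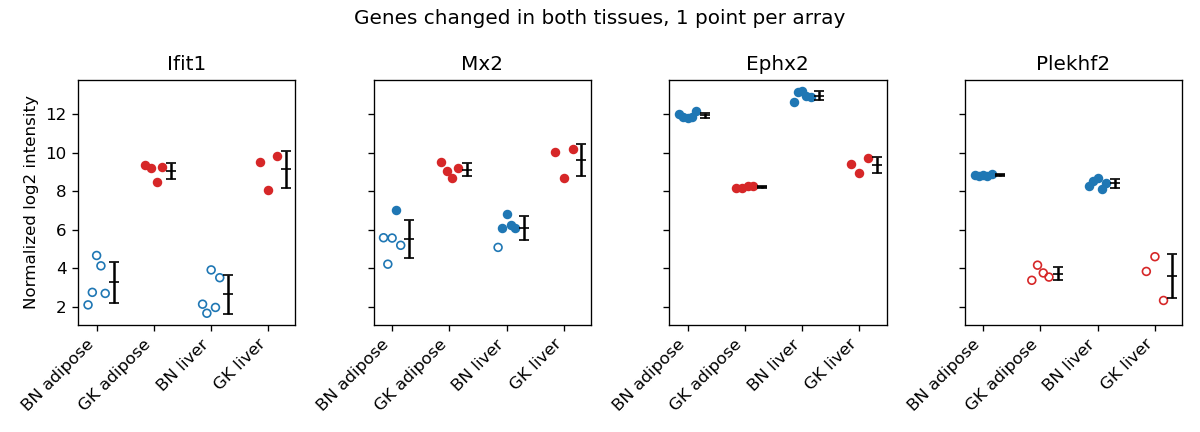
Normalized log2 values (vertical axis) of Ifit1, Mx2, Ephx2 and Plekhf2 on each array in the 4 groups of rats (horizontal axis), with open points for arrays on which the probe was not above background and bars for the mean ± SD. The BN means of Ephx2 were 11.95 in adipose tissue and 12.97 in liver, and the GK means 8.23 and 9.36.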

The robustness of gene differential expression is supported by the previously replicated array experiments using two well established and technologically different platforms using RNA from the current samples [37]. 

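Several genes of prostaglandin and leukotriene (eicosanoid) metabolism were lower in adipose tissue of GK compared to BN rats. Ephx2 (ILMN_1359107), which hydrolyses epoxides of arachidonic acid, was 13.2-fold lower (log2 fold change −3.72, standard error 0.14, adjusted p = 1.06e-06; n = 4 GK and 5 BN rats), and Ltc4s, leukotriene C4 synthase, was 7.16-fold lower (−2.84, 0.26, adjusted p = 0.000265). Cbr3, a carbonyl reductase, fell by 2.05 on the log2 scale (adjusted p = 6.0e-05), whereas Cbr1, a related reductase of prostaglandins, was 5.18-fold higher (2.37, 0.24, adjusted p = 0.000543). Ptgr1, Ptgis, Pla2g12a and Ptges2 were lower as well. Of 21 measured eicosanoid genes, 7 fell, 1 rose and 13 did not pass (8 and 3 when adjusted over the list alone). Camera gave adjusted p = 0.000204 for the list, adjusted p = 0.43 with an estimated correlation, and fry adjusted p = 0.00182, and the mean log2 ratio on the 3 slides with both strains was −1.16 to −0.50. The eicosanoid genes named here, except Ptgr1, are also in Additional file 5, whose genes the study chose on these samples. These tests of the list are therefore not independent evidence for the paper's pathway. In liver Ephx2 alone of the 21 fell (0 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.508). Of the genes of glycolysis, Hk3, a hexokinase of myeloid cells, was at least 3.37-fold higher and Eno2, an enolase, 2.85-fold higher in adipose tissue (adjusted p = 0.0025 and 0.00346). These were 2 of 19 measured, with none lower (5 higher and 2 lower when adjusted over the list alone), and camera gave adjusted p = 0.0774 (adjusted p = 0.885 with an estimated correlation), or 0.0268 with the vsn model fitted to each tissue and 0.00829 with neqc. Hk3 and Eno2 are in Additional file 5 as well, so the same limit holds. In liver, Acsl3, which activates long-chain fatty acids, had a log2 fold change of 2.35 (standard error 0.30, adjusted p = 0.0104) and was above background on 3 of 5 BN arrays. Me1, malic enzyme, passed as well (1.87, adjusted p = 0.0438) but not with neqc or without GK liver replicate 2, and was the only one of 13 genes of fatty acid synthesis to do so (4 higher and 0 lower when adjusted over the list alone). No gene of mitochondrial fatty acid oxidation passed in liver, at a median log2 fold change of −0.49 over 18 genes (camera adjusted p = 0.00114, adjusted p = 0.806 with an estimated correlation, fry adjusted p = 0.276), and of −0.20 without GK liver replicate 2 (adjusted p = 0.278).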

*In-silico *functional profiling of the significant genes revealed similar results in both tissues (Table 3), including several pathways related to glucose lipid metabolism: prostaglandin and leukotriene metabolism (*P*_*adjusted *_= 0.001 in adipose tissue, *P*_*adjusted *_= 0.002 in liver), glycolysis/gluconeogenesis in adipose tissue (*P*_*adjusted *_= 0.003) and fatty acid metabolism in liver (*P*_*adjusted *_= 0.01). 

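Several genes that break down amino acids were lower in GK compared to BN rats. In adipose tissue Cbs (ILMN_1353874), cystathionine beta-synthase, had a log2 fold change of −2.86 (standard error 0.30, adjusted p = 0.000686; n = 4 GK and 5 BN rats). Hpd, of tyrosine breakdown, and Bckdhb, a subunit of the enzyme that degrades branched-chain keto acids, fell by 2.00 and 0.87 (adjusted p = 0.0317 and 0.0287). Cbs and Hpd were above background on 3 of 4 GK arrays, and Hpd did not pass with neqc or quantile normalization. Of 22 genes of amino acid degradation, 3 fell, none rose and 19 did not pass in adipose tissue (5 and 1 when adjusted over the list alone; camera adjusted p = 0.252). In liver Got1, aspartate aminotransferase, fell by 1.50 (adjusted p = 0.0487; n = 3 GK and 5 BN rats) and by 1.24 without GK liver replicate 2 (adjusted p = 0.0426). Of the 22 genes, 1 fell and none rose in liver (10 and 1 when adjusted over the list alone), and camera gave adjusted p = 2.98e-06 and adjusted p = 0.806 with an estimated correlation. The mean log2 fold change was −1.20, and −2.23 and −0.67 on the 2 slides with both strains, the first of which held GK liver replicate 2. Without that array Sds, serine dehydratase, also fell (−2.38, standard error 0.27, adjusted p = 0.00722), the mean was −0.74, 2 of the 22 fell (8 when adjusted over the list alone) and camera gave adjusted p = 1.27e-07 and adjusted p = 0.663 with an estimated correlation. Nos3, endothelial nitric oxide synthase, which uses arginine, was 3.82-fold higher in adipose tissue (1.93, standard error 0.16, adjusted p = 0.000153) and higher in liver with a log2 fold change of 1.40 (standard error 0.24, adjusted p = 0.0434), where it was above background on 3 of 5 BN arrays. Of 14 genes of the urea cycle and arginine metabolism, Nos3 and Aldh18a1, of proline synthesis (adjusted p = 0.0215), rose and none fell in adipose tissue (3 and 1 when adjusted over the list alone; camera adjusted p = 0.255). In liver 1 of the 14 rose and none fell (1 and 3 when adjusted over the list alone), the camera direction was lower with adjusted p = 0.0358 (adjusted p = 0.806 with an estimated correlation), and without GK liver replicate 2 it did not pass (adjusted p = 0.215). Cbs, Bckdhb, Got1 and Nos3 are also in Additional file 5, whose genes the study chose on these samples. The tests of these lists are therefore not independent evidence for the paper's categories.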

A number of amino acid metabolism categories were also significant in both tissues (Table 3). 

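The pathway genes that Additional file 5 names were matched to the array by symbol and synonym, 66 of 75 for adipose tissue and 16 of 17 for liver. The study chose them on these samples, so the counts are not independent evidence. In adipose tissue 10 of the 66 were higher and 19 lower in GK compared to BN rats over all probes (31 and 34 when adjusted over the list alone). In liver 4 of the 16 were higher and 2 lower (4 and 12 when adjusted over the list alone). Of 10 genes listed for prostaglandin and leukotriene metabolism in adipose tissue, Cbr1 rose and 7 fell, and Dhrs4 (adjusted p = 0.0652) and Ptges (adjusted p = 0.106, above background on no adipose tissue array) did not pass. Of 9 listed for glycolysis and gluconeogenesis, Dlat (0.95, adjusted p = 0.0328), Eno2 and Hk3 rose and Adhfe1, an alcohol dehydrogenase, fell (−3.29, standard error 0.20, adjusted p = 1.74e-05; n = 4 GK and 5 BN rats). Of 4 listed for prostaglandin and leukotriene metabolism in liver, 1 fell and none rose, and of 3 listed for fatty acid metabolism, 1 rose and none fell. The 7 genes of arginine and proline metabolism in liver had Loxl1 and Nos3 higher and Got1 lower, and Asl (−2.57, adjusted p = 0.0713), Ass1 (−1.51, adjusted p = 0.0906), Oat and Aldh9a1 did not pass. With the vsn model fitted to each tissue, 65 of the 66 genes in adipose tissue and 15 of the 16 in liver passed. From the pathways over-represented among its significant genes, the paper states that functional profiling gave similar results in adipose tissue and liver.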

(Details of individual genes for all significant categories are given in [Additional file 5]).

**Figure 2:**
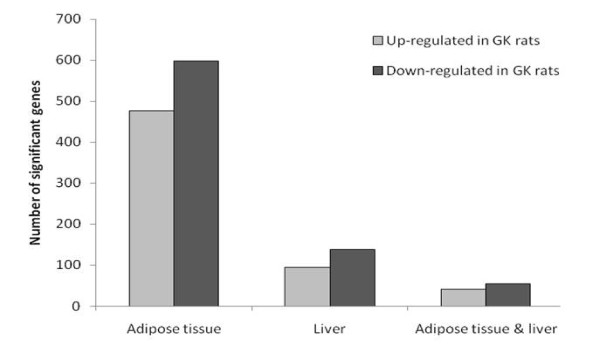
**Gene expression analysis of adipose tissue and liver reveals differential expression between hyperglycaemic and normoglycaemic rats**. The number of genes that are significant (adjusted p < 0.05) in the comparison of 4 hyperglycaemic GK rats and 4 normoglycaemic BN rats in adipose tissue (477 up; 598 down), liver (95 up; 138 down), and in both tissues (41 up; 55 down). Five genes significant in both tissues showed opposite directions of change and are not included in the adipose tissue and liver group.

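At an adjusted p of 0.05 in both tissues, 1 probe without a gene symbol, ILMN_1366270, differed in opposite directions. It was at least 1.96-fold higher in adipose tissue of GK compared to BN rats (adjusted p = 0.00623; n = 4 GK and 5 BN rats). In liver it was lower (log2 fold change −3.76, above background on 1 of 3 GK arrays, standard error 0.41, adjusted p = 0.00436; n = 3 GK and 5 BN rats), and there it did not pass with neqc values.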

**Table 3:** Functional profiling of differentially expressed genes in GK compared to BN rats in adipose tissue (n = 1075) and liver (n = 233) using GENECODIS.

**KEGG pathway(s)**	**Number of genes**	**Corrected p-value**
***Adipose tissue***		
Prostaglandin and leukotriene metabolism	10	0.001
Focal adhesion | ECM-receptor interaction | Hematopoietic cell lineage | Regulation of actin cytoskeleton	4	0.002
ECM-receptor interaction | Hematopoietic cell lineage	5	0.002
ECM-receptor interaction	11	0.002
Glycolysis/Gluconeogenesis	9	0.003
Focal adhesion | ECM-receptor interaction	9	0.003
Arginine and proline metabolism	8	0.005
Glycolysis/Gluconeogenesis | Fructose and mannose metabolism	4	0.005
Glycolysis/Gluconeogenesis | Pentose phosphate pathway | Fructose and mannose metabolism	3	0.012
Hematopoietic cell lineage	9	0.015
Cell Communication | Focal adhesion | ECM-receptor interaction	6	0.019
Fructose and mannose metabolism	6	0.019
Porphyrin and chlorophyll metabolism	5	0.029
Folate biosynthesis	5	0.031
Metabolism of xenobiotics by cytochrome P450	7	0.033
Cytokine-cytokine receptor interaction | Focal adhesion	3	0.033
Focal adhesion	14	0.033
Valine, leucine and isoleucine degradation	6	0.033
Cholera – Infection	5	0.033
Fructose and mannose metabolism | Galactose metabolism	3	0.033
Urea cycle and metabolism of amino groups	4	0.033
Glycine, serine and threonine metabolism	5	0.044

***Liver***		
Arginine and proline metabolism	7	2.17E-06
Alanine and aspartate metabolism | Arginine and proline metabolism	3	2.09E-05
Alanine and aspartate metabolism	4	1.30E-04
Urea cycle and metabolism of amino groups | Arginine and proline metabolism	3	0.0017
Prostaglandin and leukotriene metabolism	4	0.0019
Valine, leucine and isoleucine degradation | Butanoate metabolism	3	0.0030
Fatty acid metabolism	3	0.0103
ECM-receptor interaction	3	0.0361

### Predicted targets for miR-125a and *in-silico *functional profiling

The miRNA target gene prediction algorithms TargetScan 4.1 [38], PicTar [31] and miRanda [32] generated target gene lists for miR-125a comprising 165, 350 and 975 genes, respectively. Of these, 152 genes were predicted by more than one algorithm [Additional file 3] and only 17 are predicted by all algorithms. The target gene lists were analysed using the GENECODIS tool to investigate the biological pathways (KEGG) that may be affected by overexpression of miR-125a in liver and, to a lesser extent, adipose tissue. When the set of 152 miR-125a target genes was tested, mitogen-activated protein kinase (MAPK) signaling was the only pathway to show significant over-representation (*P*_*adjusted *_= 3 × 10^-5^). The MAPK signaling pathway was also significant when each predicted target list was analysed separately, and was the top-ranking pathway for the lists generated by TargetScan and PicTar [Additional file 6]. Other significant pathways of note included insulin signaling (*P*_*adjusted *_= 0.03, PicTar gene list) and, with the miRanda list, glycerolipid metabolism (*P*_*adjusted *_= 0.02) and calcium signaling (*P*_*adjusted *_= 0.05).

### Enrichment of miR-125a target genes among differentially expressed genes

Given the evidence for miRNA regulation at the mRNA level in animals [6,9,10], integration of miRNA-mRNA expression data was also performed. Since miR-125a was the top-ranking miRNA in liver, and fifth-ranked in adipose tissue, we hypothesized that target genes of miR-125a would be differentially expressed between GK and BN rats in both tissues. Specifically, overexpression of miR-125a in these tissues in the GK rat would be expected to down-regulate miR-125a target genes [1,6,39]. Target genes predicted by all algorithms (n = 17), plus the set of 152 genes predicted by more than one algorithm, were tested for enrichment among the 598 genes significantly down-regulated in GK compared to BN rats in adipose tissue and among the 138 down-regulated genes in liver (Table 1). Greater overlap than expected by chance (see Methods) was observed in adipose tissue (overlap = 22, FDR = 0.04) but not in liver (overlap = 5, FDR = 0.25) for the set of 536 target genes predicted by the miRanda algorithm and present on the Illumina RatRef 12 array. Three miR-125a target genes (*Slc35c2*, *Umps *and *Ptges2*) were significantly down-regulated in GK rats in both tissues. 

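Umps (ILMN_1360753), the enzyme of the last steps of pyrimidine synthesis, was lower in adipose tissue of GK compared to BN rats (log2 fold change −2.71, standard error 0.15, adjusted p = 1.22e-05; n = 4 GK and 5 BN rats) and 3.13-fold lower in liver (−1.65, 0.22, adjusted p = 0.0148; n = 3 GK and 5 BN rats). Slc35c2 (ILMN_1373517), a transporter of the Golgi membrane, was 2.16-fold lower in adipose tissue (−1.11, 0.17, adjusted p = 0.00761) and 6.74-fold lower in liver (−2.75, 0.26, adjusted p = 0.00233). Ptges2 (ILMN_1356563), a prostaglandin E synthase, was 2.12-fold lower in adipose tissue (−1.09, 0.17, adjusted p = 0.00714). In liver its log2 fold change was −1.32 (standard error 0.28, adjusted p = 0.0969), and the adjusted p was 0.0365 with the vsn model fitted to each tissue. The liver and interaction values include GK liver replicate 2, which carried kidney genes. With it, the difference was larger in adipose tissue for Umps (interaction 1.07, adjusted p = 0.0381) and larger in liver for Slc35c2 (−1.64, adjusted p = 0.00817). For Ptges2 it was not shown to differ between tissues (−0.24, adjusted p = 0.779). On the 3 slides with both strains in adipose tissue the log2 ratios were −2.89 to −2.31 for Umps, −1.42 to −1.06 for Slc35c2 and −1.29 to −1.0 for Ptges2. On the 2 such slides in liver they were −1.72 and −1.56, −2.61 and −2.46, and −1.13 and −1.10. The first value of each pair is from the slide that held GK liver replicate 2. Umps did not pass in liver without each of BN liver replicates 2 to 5 or GK liver replicate 1.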

Contrary to expectation, a significant enrichment was also observed when the up-regulated genes were tested (overlap = 21, FDR = 0.006 in adipose tissue; overlap = 5, FDR = 0.07 in liver). For both up- and down-regulated genes, there was more overlap in adipose tissue compared to liver, even though miR-125a showed a higher fold induction in liver.

Neither of the target gene lists generated by PicTar and TargetScan, nor the combined list, showed significant overlap with differentially expressed genes (Table 1). This was because the overlap between differentially expressed genes and miR-125a targets occurred largely for genes uniquely predicted by miRanda. Furthermore, the PicTar and TargetScan lists are more similar to each other than to the miRanda list, and so the combined list is biased toward the genes predicted by these algorithms [Additional file 3]. It should be noted that it is not the greater number of targets predicted by miRanda that produces the significant result, as the size of the target gene list is accounted for in the analysis.

## Discussion

The role of altered miRNA expression in a variety of diseases is increasingly being recognized but the precise nature and downstream effects of such changes is largely unknown. Previous studies have shown that miRNAs regulate various physiological events relevant to T2D pathophysiology, such as insulin secretion, insulin responsiveness and energy homeostasis. Here, we have characterized differential miRNA and mRNA expression in insulin sensitive tissues of rats of a model of T2D (GK rat) and in normoglycaemic BN controls, a strain combination extensively used to study the genetic determinants of T2D phenotypes in F2 hybrids and congenic strains [21]. In the miRNA data, the most striking finding was the over-expression of miR-125a in both liver and adipose tissue (with nearly 6-fold and 2-fold higher expression, respectively) in GK compared to BN rats. This finding was validated by RT-PCR in liver (FC = 13.15, p = 0.0005). The higher sensitivity and dynamic range of the RT-PCR technique is the most likely reason why the fold change is higher than detected by microarray.

MiR-125a and its close homolog miR-125b differ by a single nucleotide [40], and thus share many predicted target genes. Experimentally validated target genes of both miR-125a and miR-125b in humans include ERBB2 and ERBB3 [41] and LIN28 [42]. Both miR-125a and miR-125b have been reported to be down-regulated in ovarian [43] and breast cancers [44], with potential roles in cell proliferation and differentiation. To further investigate the potential role of miR-125a in T2D, we assessed the functional roles of predicted miR-125a target genes. This analysis suggested that increased miR-125a levels may particularly affect genes involved in the MAPK signalling pathway. MAPK has been implicated in T2D [28,30] and plays a critical role in insulin signalling [45], and may contribute to insulin resistance [46]. Further functional experiments will help elucidate the role of MAPK signalling in T2D and to what extent increased miR-125a expression may affect this pathway.

We integrated our miRNA results with gene expression data from the same animals and found an enrichment of miR-125a target genes predicted by the miRanda algorithm [32] among genes down-regulated in GK rats in adipose tissue. Of particular interest, a proposed functional candidate gene for T2D, Ptges2, is a predicted miR-125a target gene and was significantly down-regulated in both tissues. Two other miR-125a target genes of interest in the context of T2D and obesity are *Ppap2c *and *Sult1a1*, both of which were significantly down-regulated in adipose tissue from the GK rat. In addition; single nucleotide polymorphisms (SNPs) in the *SULT1A1 *region have previously been associated with increased BMI in humans [47]. 

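Plpp2 (ILMN_1357518), the current symbol of Ppap2c, encodes a phosphatase that turns phosphatidate into diacylglycerol. It was 2.29-fold lower in adipose tissue of GK compared to BN rats (log2 fold change −1.19, standard error 0.15, adjusted p = 0.00186; n = 4 GK and 5 BN rats), with log2 ratios of −1.33 to −1.03 on the 3 slides with both strains. In liver the log2 fold change was −0.05 (standard error 0.39, adjusted p = 0.972; n = 3 GK and 5 BN rats). Sult1a1 (ILMN_1353876), a sulfotransferase of phenols and catechols, was 1.93-fold lower in adipose tissue (−0.95, 0.20, adjusted p = 0.0375), with −1.01 to −0.49 on the slides, and passed only without BN adipose replicate 1 when each of the 9 arrays was left out in turn. In liver its log2 fold change was −1.51 (standard error 0.79, adjusted p = 0.478), and −0.27 (adjusted p = 0.714) without GK liver replicate 2. The differences between liver and adipose tissue did not pass for Plpp2 (interaction 1.14, adjusted p = 0.236) or Sult1a1 (−0.57, adjusted p = 0.808). These interaction values and the liver value of Plpp2 include GK liver replicate 2, which carried kidney genes.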

Contrary to expectation, it was surprising to find an even stronger enrichment among the up-regulated genes. One possibility is that these are not direct target genes themselves, but represent changes further downstream of the miRNA regulation. No enrichment was observed with the target gene lists predicted by the other two algorithms, which may be due to differences in the target-gene prediction methods implemented or to the effects of long-term exposure to hyperglycaemia further affecting the control of gene expression. These results show that the relationship between miRNAs and gene expression is not a simple one.

Though the enrichment of miR-125a target genes predicted by miRanda is an interesting finding, it raises a number of questions, including why both down and up-regulated genes should show significant enrichment of miR-125a target genes, and why stronger enrichment was observed for the tissue with lower fold induction of miR-125a. The difficulty of predicting genuine target genes combined with other influences on gene expression could provide some explanation. Furthermore, the current data do not demonstrate whether the expression of any of the genes is dysregulated as a direct consequence of the increased miR-125a levels. One approach to identify genes likely to be regulated by miR-125a is to find those that show a strong negative correlation between their expression and miR-125a levels. Unfortunately, the two-colour experimental design used for the miRNA study (generating GK v BN expression ratios) combined with the small sample size precluded such an analysis here. Integrating miRNA and mRNA data has the potential to give further insights into miRNA-mediated regulation of gene expression but is limited to detecting events in which the target mRNA is degraded. Still, in-silico approaches will likely be useful for prioritizing target genes for functional validation.

Our results suggest that increased miR-125a expression may be a characteristic feature of hyperglycaemic GK rats. However, as this study was carried out in rats with long-established T2D phenotypes, it remains unclear whether the observed changes are causative, or reflect adaptation to prolonged hyperglycaemia. GK and BN rats are also genetically different strains, and it is therefore possible that strain differences unrelated to hyperglycaemia could contribute to the altered expression of miR-125a. Although *in-silico *functional profiling of gene expression data and miR-125a target genes lends some support to the idea that miR-125a over-expression is linked to the hyperglycaemic phenotype, further evidence from other model systems or functional studies is certainly desirable.

Among the other miRNAs showing robust differences between GK and BN rats was a 1.5 fold up-regulation of miR-29a in adipose tissue. This is exactly comparable with the only previous study of miRNAs in T2D, which identified a 1.5 fold up-regulation of miR-29a, together with the paralogs 29b and 29c, in skeletal muscle from GK and Wistar rats (normoglycaemic controls)[19]. Northern blot analysis confirmed the up-regulation of all three miR-29 paralogs in muscle, adipose tissue and liver. This study further showed that high glucose and insulin (which indicate insulin resistance) up-regulate the expression of miR-29a/b in adipocyte cell lines. They also suggest the over-expression of miR-29a/b inhibits insulin-induced glucose import in the same adipocyte cell lines. Taken together, these data support the involvement of miR-29a in insulin resistance and the insulin-signaling pathway.

## Conclusion

We have shown that miR-125a expression is increased in two insulin target tissues in a rat model of T2D. Gene expression analysis in the same animals revealed a distinct profile characterizing the hyperglycaemic GK rat, including altered expression of several predicted miR-125 target genes. *In-silico *functional profiling of predicted miR-125a targets and differentially expressed genes indicated that lipid metabolism pathways and MAPK signaling may be dysregulated in the hyperglycaemic state. Knowledge of miRNA differential expression between GK and BN rats provides important information which may contribute to the understanding of processes which underlie the T2D phenotype in GK rats through investigations in crosses and congenic models derived in this strain combination [48-50]. Further studies at the protein level and translation across species, especially to humans, will be important to elucidate the potential role of miR-125a in T2D pathophysiology.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

BMH and HL performed statistical analysis, validated miRNA expression and drafted the manuscript. CML, JMT and QFW contributed with statistical analysis, and data interpretation. PK, AB and CF participated in growing animal colonies, tissue and RNA extraction and mRNA sample preparation for microarrays. CC and JR generated and scanned Ambion Microarrays. DG, MIM and CML designed the study and coordinated it and finalized the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 **Outline of methodology for analysis and integration of miRNA and mRNA expression data from hyperglycaemic GK and normoglycaemic BN rats.** Click here for file

Additional file 2 Results of intra-peritoneal glucose tolerance test (IPGTT) measurements carried out at four-months of age on animals representative of the colony GK = 8 BN = 4 *P < 0.05, **P < 0.01, ***P < 0.001 significance. Click here for file

Additional file 3 **Overlap of target-gene lists predicted for miRNA rno-miR-125a using three algorithms.** Click here for file

Additional file 4 **Tissue differences in miRNA expression (liver vs. fat)** Click here for file

Additional file 5 **Functional profiling and gene-symbols of differentially expressed genes in GK compared to BN rats in adipose tissue (n = 1075) and liver (n = 233) using GENECODIS** Click here for file

Additional file 6 **In-Silico functional profiling of miR-125a targets predicted by miRanda (worksheet 1), TargetScan (worksheet 2), and PicTar (worksheet 3).** Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

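Adipose tissue and liver RNA of male GK and BN rats of 7 months was measured on Illumina RatRef-12 arrays of 22226 probes. The deposited files cover 17 arrays: adipose tissue of 5 BN and 4 GK rats and liver of 5 BN and 3 GK rats, on 12 slides. Sample names place adipose tissue and liver of the same rat together. The paper gives 4 rats per strain, and the counts here follow the files.

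The deposited intensity values are probe signals that the authors' scanner software averaged over beads, on the linear scale and without normalization. The deposited detection score gives, per the file headers, the confidence that a probe is above the negative controls, and a score above 0.99 (detection p under 0.01) was taken as above background. The deposited log2 values were normalized by the authors with vsn, a variance stabilizing transformation. They follow the vsn form exactly (largest error 5.1e-09) with an offset of 3.77 for adipose tissue arrays and 3.61 for liver arrays, so each tissue was normalized separately, and values of the 2 tissues are not on 1 scale there. Control tables give the mean signal of the negative control probes on each array.

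From the intensities, the negative control mean was subtracted on each array and 1 vsn model was fitted jointly to the 17 arrays (least trimmed squares quantile 0.9, 7 iterations, 5 intensity slices). The fit was written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, since the vsn package was not available. It was tested on simulated data of 5000 probes and 9 arrays, where the array factors came back within 0.0074 (log2). Fitted to each tissue separately, it differed from the deposited values by a median of 0.0208 and at most 0.117. A symbol was given for 13650 probes (13278 different symbols), none for 8576, and no probe had several. Counts are of probes unless genes are named, and where a gene has several probes the probe with the highest mean value stands for it.

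GK was compared to BN in each tissue with limma 3.58.1 in R 4.3.3 (moderated t test, empirical Bayes), with statmod 1.5.0 for random blocks. Genes of both tissues are probes past the threshold in each. The interaction is the strain difference in liver minus that in adipose tissue, fitted to all 17 arrays with the rat as a random block (correlation 0.00807). P-values were adjusted by the Benjamini-Hochberg method over all probes of a comparison, with a threshold of 0.05. Beside them, probes were counted for which no GK value overlaps a BN value, whose exact permutation p is the smallest the numbers of rats allow. Errors of log2 fold changes are standard errors from limma. For a probe above background in 1 strain and not in the other, the fold is a lower bound, taken against the background of the arrays.

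Named genes were chosen by a fixed rule. For each tissue they are the 10 probes with the largest log2 fold change in each direction among those past the threshold, above background on every array of the higher strain, without overlap between strains, and with 1 symbol that is not a LOC or RGD number. For both tissues they are the 5 with the largest mean change in each direction and each opposite probe, and for the interaction the 5 smallest adjusted p in each direction. Each gene that the paper's text names was added, as were for each gene list up to 4 members past the threshold (or, where none passed, up to 2 with the smallest p). Members of Additional file 5 may be named. The genes in the paper's text and Additional file 5 had been seen. The kidney and hepatocyte genes named for GK liver replicate 2 were chosen after their values were seen, as were the genes named only from the liver fit without that array.

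The 32 gene lists cover glycolysis, gluconeogenesis and glycogen, fatty acid synthesis, triglyceride storage and lipolysis, mitochondrial fatty acid oxidation, peroxisomal and omega fatty acid oxidation, cholesterol synthesis, bile acid synthesis and transport, urea cycle and arginine metabolism, amino acid degradation, eicosanoid metabolism, xenobiotic metabolism, insulin signalling and glucose uptake, MAPK signalling, adipokines, collagens and extracellular matrix, endoplasmic reticulum chaperones, interferon and antigen presentation, circadian clock and immediate early genes. They also cover genes of macrophages, T and NK cells, B cells and lymph node, endothelium, smooth and skeletal muscle, mesothelium and epithelium, erythroid cells and blood, hepatocytes, adipocytes, brown adipocytes, hepatic stellate cells and fibroblasts, and pancreatic acinar cells. Each was tested with camera (preset correlation 0.01, and again with an estimated correlation) and with fry, adjusted over the 32 lists, and its members were also adjusted over the list alone. The gene names of Additional files 5 and 6 were matched by symbol and synonym. A cell of Additional file 5 that a spreadsheet had turned into a date was not matched, but is counted among the 75 names for adipose tissue.

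Depth was read as signal over background. The mean signal was 391 to 575 on adipose tissue arrays and 607 to 1150.0 on liver arrays, where the negative controls averaged 102 to 124 and 124 to 154. In simulated data with 200 changed probes limma recovered none of the log2 changes of 0.5 in either tissue. Small changes could therefore be missed. The simulation did not vary the number of rats, so it cannot tell their number from the spread between arrays as the limit. In liver that spread includes GK liver replicate 2. The changed probes were drawn from those with a mean detection score above 0.99. Arrays were clustered by average linkage on 1 minus Pearson's r. The alternatives were quantile normalization, neqc (offset 16), the vsn model fitted to each tissue, the deposited values, no background subtraction, a filter on probes detected on at least 4 adipose tissue or 3 liver arrays, a trended and robust variance, the fit to all 17 arrays, slide and replicate blocks, each array left out, genes in place of probes, and a threshold of 0.01. Small RNA, RT-PCR and target prediction results of the paper were left out, as none of the files used here holds them.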

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

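Tests chosen only after the result was seen were those of kidney RNA, of mixed RNA and of poor RNA for GK liver replicate 2, that of sequence variants as the cause of probes higher in GK, and those of macrophages and of T and NK cells.

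An array far from the others of its group was found for 3 of the tissue and cell type medians and for 7 of 132 groups of gene values, where chance gives about 1 in 20 groups, here 6.6. The medians were 7.13 for kidney genes and −5.75 for hepatocyte genes on GK liver replicate 2, and 3.83 for hepatocyte genes on GK adipose replicate 1, as log2 differences from the BN mean. The gene values were Tnfrsf8 on BN liver replicate 2 (0.57), Ankra2 on GK adipose replicate 3 (2.43), Tox3 on BN adipose replicate 1 (3.51), Tmod1 on GK adipose replicate 2 (8.46), Slc1a2 on BN adipose replicate 1 (2.50), Cyp7b1 on GK adipose replicate 4 (5.29) and Zfp597 on GK adipose replicate 3 (6.03).

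The first pattern is the array labelled GK liver replicate 2. Its kidney genes lay 7.13 above the BN liver mean as a median over 28 genes, of which 26 were above background on it and 4 on every BN liver array, and the highest of the other tissue lists, adrenal gland, lay at 0.311. A hepatocyte median of −5.75 argues against RNA of another tissue mixed into a liver sample, and 9747 probes above background, the most of the liver arrays, argue against poor RNA or a weak hybridisation. Kidney RNA in place of liver RNA may therefore explain the array, with Umod, Slc34a1 and Cdh16 at 14.60, 13.55 and 12.94 on it, although Cyp2e1 remained at 13.63. A BN rat under a GK label was left open, since 73.91% of its values at 69 strain probes lay nearer to the GK than to the BN mean of adipose tissue, against 14.49% to 18.84% on BN and 78.26% and 82.61% on the other GK liver arrays, and the bound set for a decision was 75%; whether this rat's liver differed biologically was not tested.

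The second pattern is interferon genes higher in GK in both tissues, which the paper does not report: the mean log2 fold change of the list was 0.99 in adipose tissue and 1.14 in liver. A higher share of macrophages is argued against in adipose tissue, where the median of 14 macrophage genes was −0.154 times that of the interferon genes (−0.08, SD 0.47 over genes, against 0.49), C1qb and Fcer1g among the brightest with log2 fold changes of 0.05 and 0.21. In liver without GK liver replicate 2 this ratio was 0.546 (−0.693 with it), and more macrophages might contribute there. More T and NK cells might do so in both tissues, at ratios of 1.133 and 1.508 over 5 genes above background, although these genes were dim and none of the 14 passed the test, with Cd3g at 0.68 in adipose tissue and Nkg7 at 0.89 in liver without that array. A difference of interferon signalling between the strains stays open and was not tested.

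The third pattern is probes with large strain differences in both tissues. Of 27 probes changed by over 2 (log2) in both tissues, 40.74% were higher in GK. A variant in the GK genome that weakens binding would lower the GK signal, and so would not give those 11. Whether the probes match the BN genome was not checked, so variants that lower the BN signal stay open for them. For the lower probes variants cannot be told apart from lower expression, since the 36 genes that passed in both tissues had 0 other probes above background. A difference in expression between the strains stays open as well and was not tested further.

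The strain difference was larger in 1 tissue than in the other for 232 probes by the interaction test, and for 391 without GK liver replicate 2, 108 without BN adipose replicate 4 and BN liver replicate 4, 610 with neqc and 50 with the rat as a fixed block. In the order of adjusted p, these were higher in the liver difference: Cd2bp2 (fitted value 4.31, adjusted p = 2.14e-07), Hmgn1 (5.25, 2.02e-06), Bnip3 (4.92, 2.02e-06), Nfib (4.46, 1.19e-05) and Spock2 (4.98, 2.34e-05). Lower were Car5a (−3.85, 3.34e-05), Cyp7b1 (−3.97, 4.38e-05), Il1rl1 (−3.68, 9.84e-05), Nr1i3 (−7.46, 0.000215) and Ten1 (−2.58, 0.000303). Bnip3 and Ten1 were above background on every array, Nfib on 1 of 4 GK adipose tissue arrays, and Cyp7b1 on 2 of 5 BN and 2 of 4 GK adipose tissue arrays. The other 6 were not above background on any array of 1 or more groups (Cd2bp2, Hmgn1 and Spock2 in GK adipose tissue, Il1rl1 and Nr1i3 in BN adipose tissue, and Car5a in adipose tissue of both strains), so their fitted values are no measure of size. Spock2 and Il1rl1 were not above background on any liver array either.

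Signals outside the genes that the paper discusses were those of the interferon list, of the immediate early genes in adipose tissue (mean log2 fold change 0.67) and, without GK liver replicate 2, of fatty acid synthesis (1.55) and cholesterol synthesis (1.46) in liver.

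Chance is made less likely as the source of the counts, but is not excluded. The other splits mix the strains, which widens the spread within groups and by itself leaves few calls. In the splits for both tissues and for the interaction, the GK rat with adipose tissue only stayed GK. Of 100 splits of the adipose tissue arrays, 1, the real one, gave as many as 588 probes, and the highest other gave 1. Of 56 splits each, 1 gave as many as 151 probes in liver (highest other 0), 1 as many as 51 in both tissues (0) and 1 as many as 232 for the interaction (2).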

How the results depend on the processing

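Tests chosen only after the result was seen were the slide as a fixed block, the fits over shared replicate numbers without a block, and all fits on 16 arrays, that is without GK liver replicate 2 in the normalization too. The other alternatives were set before the data were examined. Where a result moved, the cause was not tested unless stated. Values after a list's name are camera's adjusted p, and lists of cell types carry the word cells.

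Each tissue's own vsn model gave 1075 in adipose tissue, 233 in liver, 101 in both tissues, 65 of the adipose tissue genes of Additional file 5 and 15 of the liver genes of Additional file 5, and called 2 more lists in adipose tissue, glycolysis (0.0268) and endoplasmic reticulum chaperones (0.0300). The deposited values gave 1100 in adipose tissue, 244 in liver, 109 in both tissues, 385 in the interaction, 65 of the adipose tissue genes of Additional file 5 and 15 of the liver genes of Additional file 5, with glycolysis (0.0265) and endoplasmic reticulum chaperones (0.0292) called in adipose tissue. Fitting neqc gave 1023 in adipose tissue, 610 in the interaction, 46 of the adipose tissue genes of Additional file 5 and 11 of the liver genes of Additional file 5. In adipose tissue glycolysis (0.00829) and endoplasmic reticulum chaperones (0.00197) were then called, and in liver mitochondrial fatty acid oxidation (0.101), urea cycle and arginine metabolism (0.0997) and cells: T and NK (0.0631) were not. With quantile normalization the total counts stayed within 1.5 times, while the higher probes of adipose tissue went from 229 to 438 (409 lower), glycolysis (0.00924) and endoplasmic reticulum chaperones (0.000863) were called in adipose tissue, and mitochondrial fatty acid oxidation (0.0897), urea cycle and arginine metabolism (0.140) and cells: T and NK (0.0759) were not called in liver. Leaving out the background subtraction moved no value, since the vsn offset takes it up, and says nothing about stability.

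The filter on detected probes, which tests fewer probes, gave 1130 in adipose tissue, 336 in liver, 125 in both tissues, 58 of the adipose tissue genes of Additional file 5, 15 of the liver genes of Additional file 5 and 1 of the MAPK genes of Additional file 6 in liver. It called cells: pancreatic acinar (0.0294) in liver and lost cells: T and NK (0.0732) in adipose tissue and urea cycle and arginine metabolism (0.196) in liver. A trended and robust variance gave 1171 in adipose tissue, 278 in liver, 124 in both tissues, 63 of the adipose tissue genes of Additional file 5 and 15 of the liver genes of Additional file 5. The fit to all 17 arrays with the rat as a random block gave 684 in liver, 117 in both tissues, 14 of the liver genes of Additional file 5 and 1 of the MAPK genes of Additional file 6 in liver, and lost glycolysis (0.0507) and cells: T and NK (0.0728) in liver. With an adjusted p under 0.01, which is stricter by construction, 277 in adipose tissue, 56 in liver and 22 in both tissues passed. Genes in place of probes, which drops unnamed probes, gave 91 in liver. The rat as a fixed block gave 50 in the interaction.

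The slide as a random block kept each count within 1.5 times and each list on its side of the threshold. As a fixed block, with 2 residual degrees of freedom in adipose tissue and 1 in liver, the slide gave 17 in adipose tissue, 0 in liver, 0 in both tissues, 1 of the adipose tissue genes of Additional file 5 and 0 of the liver genes of Additional file 5. Liver then had 893 of 22226 probes with an unadjusted limma p under 0.05, fewer than chance alone gives. The fixed block called endoplasmic reticulum chaperones (0.0111) in adipose tissue, and lost cells: T and NK (0.221) in adipose tissue and fatty acid synthesis (0.155), cholesterol synthesis (0.123), urea cycle and arginine metabolism (0.0573) and cells: T and NK (0.186) in liver.

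The labels do not say that replicate numbers pair BN with GK rats. Arrays of equal number shared a slide for replicate 1 in adipose tissue and for replicates 2 and 3 in liver. Deviations from the strain mean correlated between arrays of the same number at −0.07 to 0.07 in adipose tissue and 0.02 to 0.08 in liver. Over all probes, 3 BN and 1 GK liver arrays correlated best with the array of their own number, against 0 BN and 1 GK arrays in adipose tissue. A replicate block in limma gave 184 in adipose tissue, 0 in liver, 0 in both tissues, 12 of the adipose tissue genes of Additional file 5 and 0 of the liver genes of Additional file 5, with 1503 liver probes at an unadjusted p under 0.05. It called endoplasmic reticulum chaperones (0.0285) in adipose tissue and lost glycolysis (0.132), fatty acid synthesis (0.0530), cholesterol synthesis (0.132), urea cycle and arginine metabolism (0.0530) and cells: T and NK (0.132) in liver. Over the same arrays without the block, the counts were 22 in liver, 10 in both tissues and 1 of the liver genes of Additional file 5. There glycolysis (0.0146) and endoplasmic reticulum chaperones (0.00907) were called in adipose tissue and glycolysis (0.135), cholesterol synthesis (0.121), urea cycle and arginine metabolism (0.0619) and cells: T and NK (0.0916) were lost in liver.

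On 16 arrays, 1 vsn model gave 285 in liver and 79 in both tissues, and lost glycolysis (0.504), mitochondrial fatty acid oxidation (0.283), bile acid synthesis and transport (0.617), urea cycle and arginine metabolism (0.214), xenobiotic metabolism (0.504), cells: T and NK (0.133) and cells: hepatocyte (0.380) in liver. Each tissue's own vsn model gave 1075 in adipose tissue, 791 in liver, 234 in both tissues, 65 of the adipose tissue genes of Additional file 5 and 15 of the liver genes of Additional file 5. It called glycolysis (0.0268) and endoplasmic reticulum chaperones (0.0300) in adipose tissue and lost glycolysis (0.344), mitochondrial fatty acid oxidation (0.338), bile acid synthesis and transport (0.674), urea cycle and arginine metabolism (0.109), xenobiotic metabolism (0.480), cells: T and NK (0.0807) and cells: hepatocyte (0.344) in liver. There cells: macrophage (0.0198) reversed to higher in GK. On 16 arrays neqc gave 1019 in adipose tissue, 461 in liver, 133 in both tissues, 46 of the adipose tissue genes of Additional file 5 and 11 of the liver genes of Additional file 5, called glycolysis (0.00854) and endoplasmic reticulum chaperones (0.00212) in adipose tissue and lost glycolysis (0.156), mitochondrial fatty acid oxidation (0.604), urea cycle and arginine metabolism (0.448), xenobiotic metabolism (0.822), cells: T and NK (0.156) and cells: hepatocyte (0.560) in liver, where bile acid synthesis and transport (0.825) reversed to higher without a call. With the normalization kept and the array left out, the interaction gave 391 probes, lost bile acid synthesis and transport (0.197), endoplasmic reticulum chaperones (0.265) and cells: hepatocyte (0.756), and cells: macrophage (0.0238) reversed to higher in liver than in adipose tissue.

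With a correlation between genes estimated from the residuals, camera called no list. The values were eicosanoid metabolism (0.430), interferon and antigen presentation (0.430), immediate early genes (0.885) and cells: T and NK (0.885) in adipose tissue and 0.806 in liver for glycolysis, fatty acid synthesis, mitochondrial fatty acid oxidation, cholesterol synthesis, bile acid synthesis and transport, urea cycle and arginine metabolism, amino acid degradation, xenobiotic metabolism, interferon and antigen presentation, cells: T and NK and cells: hepatocyte. For the interaction they were fatty acid synthesis (0.841), cholesterol synthesis (0.927), bile acid synthesis and transport (0.841), urea cycle and arginine metabolism (0.363), amino acid degradation (0.671), endoplasmic reticulum chaperones (0.927), immediate early genes (0.671) and cells: hepatocyte (0.927).

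Leaving out each array in turn gave 369 to 505 probes in adipose tissue, with 369 without GK adipose replicate 2 and 376 without GK adipose replicate 1. Liver had 65 to 269 probes: 77, 76, 69, 70 and 65 without BN liver replicates 1 to 5, 77 without GK liver replicate 1 and 269 without GK liver replicate 2. Both tissues had 26 to 64 probes. They were 33, 31, 27, 28 and 28 without the adipose tissue and liver arrays of BN replicates 1 to 5, and 26 without GK adipose replicate 2 and GK liver replicate 1. The interaction had 108 to 388 probes, with 155, 142, 126, 108 and 153 without BN replicates 1 to 5, 137 without GK adipose replicate 2 and GK liver replicate 1, and 388 without GK adipose replicate 4 and GK liver replicate 3. Of the genes of Additional file 5, 19 to 25 passed in adipose tissue (19 without GK adipose replicate 1). In liver 2 to 8 passed, with 3 without each of BN liver replicates 1 to 3 and 2 without BN liver replicate 4 or 5 or GK liver replicate 1.

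Left-out arrays moved 3 lists past the threshold in adipose tissue: glycolysis (0.0146 to 0.33; 0.0146 without BN adipose replicate 5, 0.0292 without GK adipose replicate 1), mitochondrial fatty acid oxidation (0.0418 to 0.412; 0.0447 without BN adipose replicate 1, 0.0418 without GK adipose replicate 4) and endoplasmic reticulum chaperones (0.00907 to 0.304; 0.00907 without BN adipose replicate 5, 0.0498 without GK adipose replicate 2, 0.0411 without GK adipose replicate 3). In liver, leaving out GK liver replicate 2 ended the calls of glycolysis (0.0021 to 0.517), mitochondrial fatty acid oxidation (0.000123 to 0.278), bile acid synthesis and transport (5.01e-05 to 0.605), urea cycle and arginine metabolism (0.0142 to 0.215), xenobiotic metabolism (0.000187 to 0.517), cells: T and NK (0.00387 to 0.138) and cells: hepatocyte (0.000123 to 0.37). Each of these had its highest value there. Without GK liver replicate 3 the calls of fatty acid synthesis (5.0e-08 to 0.37), cholesterol synthesis (5.46e-10 to 0.717) and interferon and antigen presentation (1.27e-07 to 0.0562) ended, at their highest values, and glycolysis (0.136) and cells: T and NK (0.126) were lost. Endoplasmic reticulum chaperones (0.0104 to 0.999) and cells: macrophage (0.0212 to 0.833), both lower in GK, were called there at their lowest values. Without GK liver replicate 1, fatty acid synthesis (0.106) and cholesterol synthesis (0.169) were lost. Without BN liver replicate 5, glycolysis (0.103), cholesterol synthesis, urea cycle and arginine metabolism and cells: T and NK (0.0561 each) were lost. Glycolysis was also lost without BN liver replicate 2 (0.069) or 4 (0.054), and urea cycle and arginine metabolism without BN liver replicate 2 (0.0507).

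No named gene changed direction between the main fit and an alternative where it passed in either. Changes of direction in genes that passed in neither were not counted. Of 89 named genes in adipose tissue, 80 kept their side of the threshold with each tissue's own vsn model, 84 with quantile normalization, 80 with neqc, 79 with the trended and robust variance and 74 with the fit to all 17 arrays. Of 85 in liver these numbers were 82, 75, 70, 78 and 69. The fewest did so with the slide as a fixed block (41 in adipose tissue and 54 in liver) and with the replicate block (60 and 54). Of the 10 interaction genes 9 kept it with neqc, and Nr1i3 did not. A test of seed sites in the predicted targets was not run, since no genome sequence was held. Signal over background limits the values of dim probes. The negative controls averaged 102 to 124 per adipose tissue array and 124 to 154 per liver array, against a mean signal of 391 to 575 and 607 to 1150.0, so a fold against a group at background is given as a lower bound, and a fitted interaction value with such a group is no measure of size.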

Differences from the paper's values

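The alternatives compared here were set before the data were examined, except the fits on 16 arrays, which were chosen after the values were seen. The re-analysis counts probes at an adjusted p under 0.05, and the paper states its counts as genes.

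In adipose tissue 588 probes passed, against the paper's 1075, with 229 higher (the paper's 477) and 359 lower (the paper's 598). With the vsn model fitted to each tissue the counts were 1075, 477 and 598, the paper's own. They were within 1.5 times of the paper's with quantile normalization (847, 438 and 409), neqc (1023, 563 and 460), the deposited values (1100, 487 and 613), the filter on detected probes (1130, 507 and 623) and the trended and robust variance (1171, 504 and 667). With the slide as a random block the lower probes were (423) and the others were not (707 and 284). No background subtraction, the fit to all 17 arrays, the replicate block, each left-out array, the threshold of 0.01 and genes in place of probes stayed further away.

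In liver 151 probes passed, against the paper's 233, with 61 higher (the paper's 95) and 90 lower (the paper's 138). The vsn model fitted to each tissue gave 233, 95 and 138, the paper's own counts. Within 1.5 times were quantile normalization (178, 77 and 101), neqc (186, 77 and 109), the deposited values (244, 97 and 147), the filter on detected probes (336, 130 and 206), the trended and robust variance (278, 105 and 173), the slide as a random block (183, 70 and 113) and the fit without GK liver replicate 2 (269, 116 and 153). Without GK liver replicate 3 the total (163) and the lower probes (108) were within it. No background subtraction, the fit to all 17 arrays, the replicate block, the other left-out arrays, the threshold of 0.01 and genes in place of probes were not.

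In both tissues 51 probes passed, against the paper's 101, with 25 higher (the paper's 41), 25 lower (the paper's 55) and 1 opposite (the paper's 5). The vsn model fitted to each tissue gave 101, 41, 55 and 5, the paper's own counts. The deposited values (109, 41, 62 and 6) and the fit to all 17 arrays (117, 45, 68 and 4) were within 1.5 times for each count. The filter on detected probes (125, 48 and 69), the trended and robust variance (124, 45 and 70) and neqc (76, 31 and 44) were so except for the opposite probes (8, 9 and 1). With the slide as a random block (28) and without GK adipose replicate 3 and GK liver replicate 2 (29) only the higher probes were. No background subtraction, quantile normalization, the replicate block, the other left-out arrays, the threshold of 0.01 and genes in place of probes were not within it for any count.

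The paper lists Ptges2 among the genes lower in both tissues. In liver its adjusted p was 0.0969 here, with a log2 fold change of −1.32. It passed in liver with the vsn model fitted to each tissue, quantile normalization, neqc, the deposited values, the filter on detected probes, the trended and robust variance and the fit to all 17 arrays. Among the fits on 16 arrays, chosen after seeing the values, it passed with each tissue's own vsn model and with neqc. These fits called 15 and 11 of the 16 liver genes of Additional file 5, and 9 with 1 vsn model. On the same adipose tissue arrays, each tissue's own vsn model again gave the paper's 1075, and neqc gave 1019. In liver 1 vsn model on 16 arrays gave 285 probes, against the paper's 233, with 791 for the tissue's own vsn model and 461 for neqc. In both tissues it gave 79, against the paper's 101, with 234 for each tissue's own vsn model, 133 for neqc and 73 with the normalization kept. The paper gives 4 rats per strain, and the deposited arrays come from 5 BN and 4 GK rats for adipose tissue and 5 BN and 3 GK rats for liver. With all deposited arrays, each tissue's own vsn model gave the paper's 233 and 101, and without GK liver replicate 2 it gave 791 and 234. These matches make it likely that the paper's counts for liver and for both tissues include that array.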

Other observations

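Tests chosen only after the result was seen were those of the interaction without GK liver replicate 2. Without that array, Fads2, the delta-6 desaturase, was also higher in GK liver (log2 fold change 1.41, adjusted p = 0.0404), and Sqle, squalene epoxidase, was not past the threshold (3.05, adjusted p = 0.0562). Cd36 (−1.92, adjusted p = 0.0247), the omega-hydroxylase Cyp4a2 (−1.81, adjusted p = 0.0124) and Oat (−1.58, adjusted p = 0.0325), of ornithine breakdown, were lower in liver of the 2 GK rats. The strain difference of the fatty acid synthesis list was higher in liver than in adipose tissue (camera adjusted p = 0.0361, and 8.15e-07 without the array), as was that of cholesterol synthesis (0.00875 and 1.23e-11). That of amino acid degradation was lower in liver than in adipose tissue (0.00513 and 0.00483), as were those of urea cycle and arginine metabolism (0.00075 and 0.0056) and of the immediate early genes (0.00597 and 0.0128). None of these passed with an estimated correlation (0.841, 0.927, 0.671, 0.363 and 0.671). For bile acid synthesis and transport (0.000116 and 0.197), endoplasmic reticulum chaperones (0.00692 and 0.265) and hepatocyte genes (0.0251 and 0.756) the difference passed only with the array, and not with an estimated correlation (adjusted p = 0.841, 0.927 and 0.927).

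In adipose tissue, genes of xenobiotic metabolism had 1 higher and 4 lower of 24 (2 and 5 when adjusted over the list alone; camera adjusted p = 0.328), with Cyp1b1 higher (adjusted p = 0.00162) and Cyp2e1, Sult1a1, Gstt1 (log2 fold change −1.56, adjusted p = 0.00937) and Gstt2 (−0.90, adjusted p = 0.0244) lower. Among 22 genes of collagens and extracellular matrix, Timp1 rose (1.60, adjusted p = 0.012) and Col3a1 fell (−2.56, adjusted p = 0.016), with 6 and 1 when adjusted over the list alone (0.506). Elovl5 rose (1.31, adjusted p = 0.00382) and Thrsp fell (adjusted p = 0.0294) of 13 genes of fatty acid synthesis (1 and 1; 0.84), where the median was −0.04 and the mean 0.08. Tm7sf2 fell (−1.37, adjusted p = 0.00202) of 14 genes of cholesterol synthesis (1 and 1; 0.494). Cd36 was the 1 of 17 genes of triglyceride storage and lipolysis that fell, and Retn the 1 of 11 adipocyte genes (0 and 1 each; 0.522 and 0.494). Of 14 macrophage genes Ctss fell (adjusted p = 0.00402; 0 and 1; 0.522), and of 10 endothelial genes Cdh5 was at least 1.72-fold higher and Vwf fell (−1.94, adjusted p = 0.000658; 1 and 1; 0.402). Of 11 genes of stellate cells and fibroblasts Ngfr rose (0.88, adjusted p = 0.0434; 1 and 1; 0.983), and of 12 pancreatic acinar genes Cela1 rose (1.93, adjusted p = 0.0399; 2 and 0; 0.494). Of 11 hepatocyte genes Cyp2e1 alone fell (0 and 1; 0.701), at a median of 1.15 and a mean of 0.47, GK adipose replicate 1 being high. Limma called none in adipose tissue of the other lists: gluconeogenesis and glycogen (0 and 1 over the list alone; camera adjusted p = 0.777), mitochondrial fatty acid oxidation (0 and 0; 0.126), peroxisomal and omega oxidation (0 and 0; 0.286), bile acid synthesis and transport (1 and 1; 0.265), insulin signalling and glucose uptake (0 and 0; 0.494), MAPK signalling (0 and 0; 0.84, lower, at a median of 0.03), endoplasmic reticulum chaperones (5 and 0; 0.0821), circadian clock (0 and 0; 0.84), B cells and lymph node (1 and 1; 0.84, higher, at a median of −0.04), smooth and skeletal muscle (0 and 0; 0.375), mesothelium and epithelium (0 and 0; 0.571), erythroid cells and blood (0 and 0; 0.84) and brown adipocytes (0 and 0; 0.522).

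In liver, Loxl1 was the 1 of 22 genes of collagens and extracellular matrix that rose (2 and 2 when adjusted over the list alone; camera adjusted p = 0.413). Limma called no gene in liver of glycolysis (0 and 0; 0.0498) or of hepatocytes (0 and 0; 0.0036), the lists that camera called and that are not given above. With an estimated correlation the adjusted p was 0.806 for each, and without GK liver replicate 2 it was 0.517 for glycolysis and 0.370 for hepatocytes. Limma also called no gene of gluconeogenesis and glycogen (0 and 0; 0.737), triglyceride storage and lipolysis (0 and 0; 0.72), peroxisomal and omega oxidation (2 and 2; 0.145, with a median of −0.48 and a mean of 0.09), insulin signalling and glucose uptake (0 and 0; 0.535), MAPK signalling (0 and 1; 0.629), adipokines (0 and 0; 0.764, at a median of 0.07 and a mean of −0.16), endoplasmic reticulum chaperones (0 and 0; 0.12), circadian clock (0 and 0; 0.737) and immediate early genes (0 and 1; 0.77, lower, at a mean of 0.04). None was called, either, of macrophages (0 and 0; 0.508), B cells and lymph node (0 and 0; 0.734), endothelium (0 and 0; 0.921), smooth and skeletal muscle (0 and 0; 0.734), mesothelium and epithelium (0 and 1; 0.915), erythroid cells and blood (0 and 0; 0.384), adipocytes (0 and 0; 0.734), brown adipocytes (0 and 1; 0.921, at a median of 0.16 and a mean of −0.05), stellate cells and fibroblasts (1 and 1; 0.77, at a median of 0.08 and a mean of −0.03) and pancreatic acinar cells (0 and 2; 0.413).

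Of the genes that the paper names as targets, Erbb2 did not pass in adipose tissue (adjusted p = 0.796) or liver (adjusted p = 0.506, and 0.807 without GK liver replicate 2), and its probe was above background on GK liver replicate 2 alone. Erbb3 did not pass either (adjusted p = 0.188 in adipose tissue, where it was above background on no array, and log2 fold change 0.07, adjusted p = 0.945, in liver), and no probe for Lin28 was found. Of the 21 genes of MAPK signalling in Additional file 6, 17 were measured. Limma called 0 of them in either tissue (0 in adipose tissue and 1 in liver when adjusted over the list alone), with log2 fold changes of −0.18 to 0.49 in adipose tissue and −1.12 to 1.49 in liver. At an unadjusted p under 0.05 there were 0 in adipose tissue and 5 in liver, and 0 and 4 with neqc, which called 0 as well.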
